A study of Mus musculus with 2 samples. Its data were reported in "DNMTs and SETDB1 function as co-repressors in MAX-mediated repression of germ cell–related genes in mouse embryonic stem cells" (2018).

How the data were processed

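Total RNA of mouse embryonic stem cells (ESCs) was measured on an Affymetrix mouse expression array. The series holds 1 array of WT ESCs (TT2, an ESC line from an F1 embryo of a C57BL/6 mother and a CBA father) and 1 array of G9a-KO ESCs, TT2-derived cells that lack the exons for the catalytic SET domain core of G9a. Per the labels, both samples carry the same treatment text. It gives 800 nM 4-hydroxytamoxifen for 48 h, which activates Cre and deletes the floxed G9a allele, and a further 48 h without the drug. Whether the WT cells received the drug is not given separately. The methods of the study describe the G9a-KO cells as an established null line grown on inactivated embryonic fibroblasts, so the sources differ on how the allele was lost. They differ on the medium too. The labels give serum replacement with a little fetal calf serum and LIF for both samples, and the methods of the study give serum and LIF. Biotin-labelled cRNA was made from 200 ng of total RNA.

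The deposited values are on the log2 scale. The authors made them with RMA in R 3.2.1, per the submitters' processing notes, and the RMA package and its version are not given in the sources used here. RMA corrects the background, brings the probe intensities of the arrays to one distribution and summarises the probes of each probe set. A difference in total RNA per cell between the cultures can therefore not be seen in these values. The values ran from 1.82 to 14.3. As deposited, the 75th percentiles were 7.37 (WT) and 7.31 (G9a-KO) and the medians 5.13 and 5.18. Identical values on both arrays were held by 2347 probe sets, which the shift used here sets 0.056 apart.

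The methods of the study name a shift by the 75th percentile, the ratio of knockout to control, and a gene rule in which at least 1 probe past the fold is enough. These were followed. The 75th percentile of all probe sets was subtracted from each array, and G9a-KO minus WT was taken per probe set as a log2 difference. The study used 1.3-fold for this pair and 2-fold for some of its other arrays, and counts at both are given. Probe sets were named from GEO's platform annotation. Of 45101 probe sets, 34958 had 1 gene symbol, 932 had several and 9211 were unnamed here, and gene results use the first kind only. By gene ID, 34754 of the 34958 matched the RefSeq gene table of assembly GRCm38.p6, 204 kept the symbol of the annotation and 0 symbols were updated. This gave 18194 genes, of which 9012 had more than 1 probe set. The same table gave the order of neighbouring genes. No coordinates are printed, because no genome build is named for the array.

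For single genes and gene lists, the value is that of the probe set with the highest mean over both arrays. The 25 gene lists, the thresholds, the alternatives and the rule for the genes named were fixed before the data were examined. The rule takes Ehmt2 and the germ cell-related genes that the study names, the 15 genes with the highest and the 15 with the lowest differences, and up to 4 members per list with the largest absolute difference. The latter kinds must lie above the median of all probe sets on at least 1 array, and their other probe sets above that median must differ in the same direction. Of 647 list memberships, 558 were measured and 89 had no single-gene probe set here, and 26 genes stand in more than 1 list. Genes outside the rule are named where a sentence singles out a member of a list, and these were chosen after their values were seen.

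With 1 array per group there is no replicate spread, so no p-value or SE was computed. The median of each list was ranked among the medians of 10000 random lists of the same size, matched in 20 bins of mean expression. A list is called above or below where it lies outside the central 95% of these medians. This describes the arrays compared and does not test the genotype, and 1.25 of the 25 lists would fall outside by chance. The steps were tested on simulated differences for the same 18194 genes, with a single noise SD of 0.32, the robust SD of all real differences. There, 25 of 400 random lists (6.25%) fell outside the central 95%. Of the first 100 of these lists, which made up an earlier run, 12 had fallen outside, and the number of lists was raised for that reason. All 100 lists of 25 genes shifted 1.5-fold were found. Of the 200 genes planted, those planted 2.5-fold higher passed 1.3-fold in 100% of cases and those planted 1.5-fold higher in 76%, and 4-fold changes came back with a median log2 difference of 2.04.

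The alternatives were no shift of the deposited values, centring on the array median, quantile normalization, lowess correction of the difference against the mean (span 0.3), probe sets above the median only, probe sets without the _s_at and _x_at endings of those that can bind several transcripts, and other rules for genes with several probe sets. After the data were seen, lists of H3K9 methylation factors without *Ehmt2* and without demethylases, DNA methylation factors without *Tet* genes, a narrower fibroblast list and, for 3 lists, a filter on probe sets above the median on both arrays were added. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.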

Results

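G9a (gene *Ehmt2*) is a histone methyltransferase that, together with GLP (*Ehmt1*), places the H3K9me2 mark and that also takes part in PCGF6-PRC1, a Polycomb repressive complex that holds germ cell-related genes silent in ESCs. The arrays were made to ask which genes differ in expression when G9a is lost from ESCs. They comprise 1 array of WT ESCs and 1 of G9a-KO ESCs, each with 45101 probe sets. Of these probe sets, the 34958 with 1 gene symbol stand for 18194 named genes. Each difference below is G9a-KO minus WT on the log2 scale and has no replicate check, so none of them can be set against the spread between cultures, and the number of arrays limits the precision. Technical spread can be seen only in part. The 18 probe sets for RNA spiked in before hybridization differed by -0.16 to 0.21 (SD 0.11), and the 27 probe sets for poly-A controls, all dim, by -0.52 to 0.48 (SD 0.21). The signal of the 3' end minus that of the 5' end, a measure of RNA integrity, was -0.13 and -0.12 for *Gapdh* and 0.53 and 0.56 for *Actb* in WT and G9a-KO, respectively.

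The targeted gene was examined first. *Ehmt2* was 2.90-fold lower in G9a-KO by the brighter of its probe sets, at 2.05 in WT and 0.51 in G9a-KO relative to the 75th percentile of each array. The transcript thus still lay above that percentile in G9a-KO. The other probe set lay at about the median of all probe sets on both arrays (-2.27 and -2.07) and differed by 0.20 in the opposite direction. Where these probe sets lie relative to the deleted exons is not given in the sources used here, so the values do not check the label of the G9a-KO array.

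Genes of several kinds differed strongly between the arrays. Among genes above the median whose bright probe sets ran the same way, the highest differences included those of *Magea5* (119-fold higher in G9a-KO) and *Magea6* (36.9-fold), which are X-linked germline genes, of *Cubn* (56.3-fold), an endocytic receptor of visceral endoderm, and of *Srgn* (55.4-fold), a proteoglycan core protein. The type IV collagen chains *Col4a1* and *Col4a2*, which form basement membrane, were 31.0-fold and 29.2-fold higher. The lowest difference among such genes was that of *Egr1*, an immediate-early transcription factor (16.6-fold lower), followed by the neuronal intermediate filament gene *Ina* (9.53-fold) and the Nodal antagonist *Lefty1* (7.59-fold). In WT, *Magea5* (-4.10), *Magea6* (-4.62), *Cubn* (-3.04) and *Col4a2* (-2.43) lay below the median of all probe sets (-2.24), so their folds depend on the background and are not exact.

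The other genes among the 15 with the highest differences were *S100g*, *Crxos*, *Havcr1*, *C130073F10Rik*, *Glrx*, *Gm364*, *Asz1*, *Egfl6* and *Dab2*, which were between 34.6-fold (*S100g*) and 20.7-fold (*Dab2*) higher. The other genes among the 15 with the lowest differences were *Pla2g1b*, *Elovl4*, *Pclaf*, *Ccnd1*, *Zfp709*, *Rasgrp2*, *Foxp1*, *Gm9564*, *Gm11627*, *Zfp719*, *Rnf227* and *Qser1*, between 7.13-fold (*Pla2g1b*) and 5.55-fold (*Qser1*) lower. The same limit holds for 31 of the 124 genes named by rule, whose lower value was below the median of its array (-2.24 in WT, -2.13 in G9a-KO). Of the 15 highest, these were 11, namely those given above and *S100g*, *Crxos*, *Havcr1*, *Glrx*, *Gm364*, *Egfl6* and *Dab2*, and of the 15 lowest they were 6 (*Pla2g1b*, *Elovl4*, *Zfp709*, *Gm11627*, *Zfp719* and *Rnf227*), so the order within these genes is not exact either. The others were *Magea4*, *Mageb3*, *Tcstv3*, *Tmem132c*, *Sall2*, *Pax6*, *Olig2*, *Plac1*, *Elf5*, *Asb4*, *Nnat*, *Gata4*, *Wt1* and *Xaf1*. The size of several differences also depended on the probe set. Other probe sets above the median gave 26.2-fold for *Cubn*, 12.9-fold for *Havcr1*, 5.98-fold for *Asz1*, 7.49-fold and 5.54-fold for *Dab2* and 2.10-fold for *Crxos*. Among the lower genes they gave 9.67-fold and 5.62-fold for *Ina*, 18.0-fold, 6.43-fold and 1.23-fold for *Rasgrp2*, 10.2-fold for *Pclaf*, from 5.69-fold to 2.19-fold for *Foxp1*, 4.42-fold for *Elovl4*, 3.77-fold and 2.82-fold for *Ccnd1*, 2.47-fold for *Pla2g1b* and 1.43-fold for *Zfp719*.

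At the 1.3-fold threshold, 4474 genes (24.6%) were higher and 3998 were lower in G9a-KO by at least 1 probe set, and 414 of these counted both ways. At 2-fold, 1133 genes (6.23%) were higher and 956 (5.25%) lower, with 23 counted both ways. When the mean over the probe sets of a gene decided, 2861 were higher and 2514 lower at 1.3-fold, and 676 and 435 at 2-fold. The higher genes made up 52.8% of the calls at 1.3-fold and 54.2% at 2-fold, but centring each array on its median turned both splits to 39.6% (3328 against 5080 calls) and 43.9% (942 against 1204). Centring in this way lowers every difference by 0.10. Across probe sets, which are not independent replicates, the arrays correlated at r = 0.976. The robust SD of all differences was 0.32, and it was 0.21, 0.27, 0.42 and 0.48 in groups of equal size from the dimmest to the brightest probe sets. For genes in 20 bins it did not rise steadily, with 0.59 at the level of *Gusb* and 0.30 at the higher level of *Tfrc*. This spread holds real and technical differences together. Of the 5371 genes with several probe sets above the median, 1846 (34.4%) had probe sets in both directions.

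**Figure D1:**
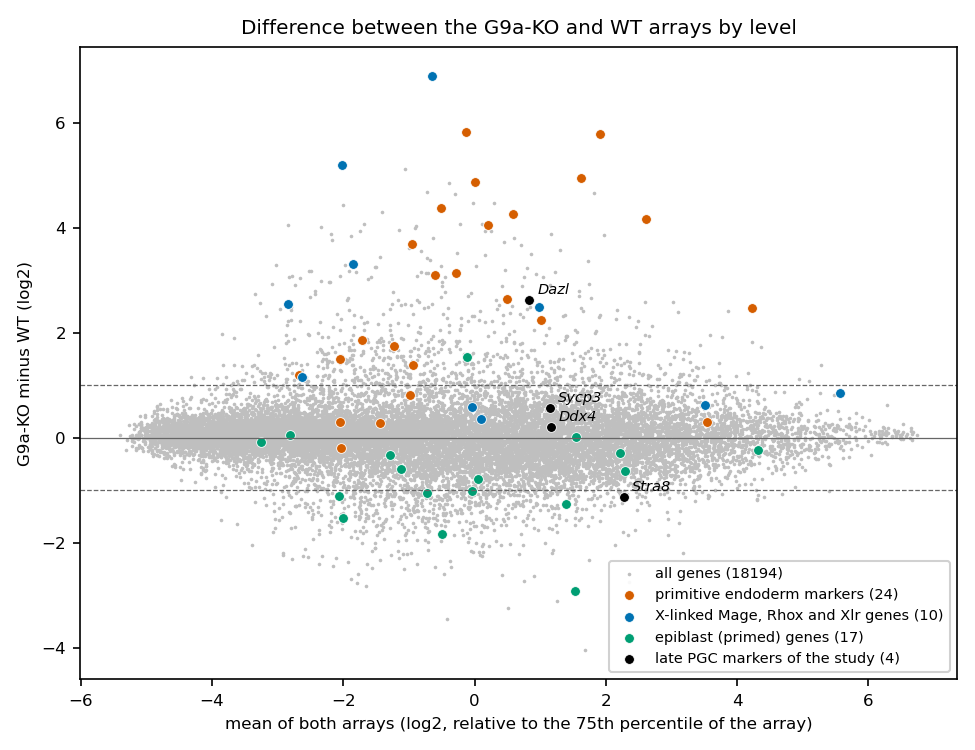
Difference between G9a-KO and WT (log2, vertical axis) against the mean of both arrays (log2 relative to the 75th percentile of the array, horizontal axis) for 18194 genes, 1 point per gene, with 1 array per group and dashed lines at 2-fold. Of the 24 primitive endoderm markers, 19 lie above the upper dashed line, as do 6 of the 10 X-linked Mage, Rhox and Xlr genes, while 7 of the 17 epiblast genes lie below the lower line.

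The late PGC markers of the study did not move together. *Dazl*, an RNA-binding protein of germ cells, was 6.13-fold higher in G9a-KO (-0.47 in WT and 2.14 in G9a-KO), and its second probe set differed by 2.43. *Sycp3*, a component of the synaptonemal complex, was 1.47-fold higher. *Ddx4*, the mouse Vasa homologue, was 1.15-fold higher and did not pass the 1.3-fold threshold. *Stra8*, which is needed for entry into meiosis, was 2.20-fold lower. The median of the 4 genes was 0.38 and lay at percentile 91.9 of matched random lists, inside the central range. The robust SD of genes at the same level was 0.57 for *Sycp3* and *Ddx4*, so neither stands apart from other genes of that level.

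Other germ cell-related genes that the study names also went both ways. *Sohlh2*, a germ cell transcription factor, was 3.48-fold higher, *Tex19.2* was 2.72-fold higher and *Tex101*, which encodes a germ cell surface protein, was 1.77-fold higher in G9a-KO. *Tex19.1* was 1.84-fold lower. *Rhox10*, and the haemoglobin gene *Hbb-b1* that the study uses as a negative control, had no single-gene probe set and were not analysed here.

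**Figure D2:**
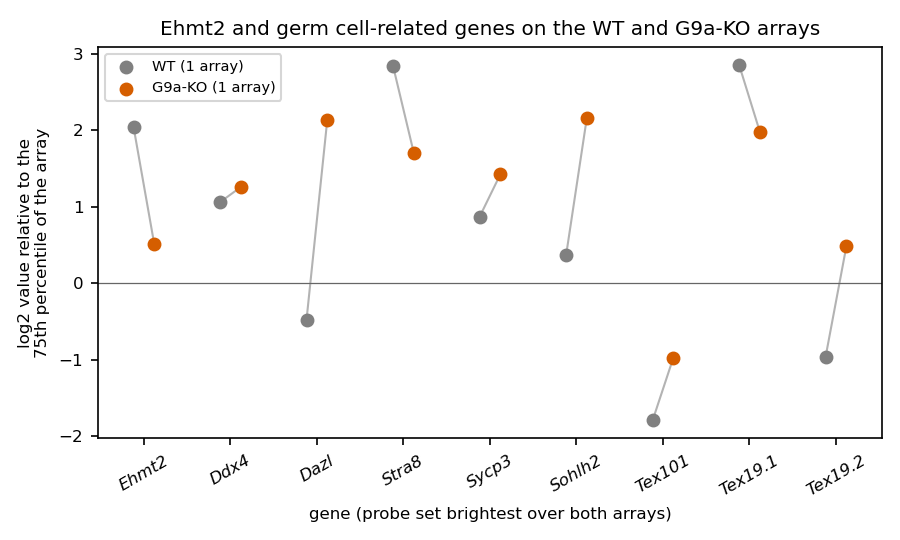
Level of *Ehmt2* and 8 germ cell-related genes (log2 relative to the 75th percentile of the array, vertical axis) on the WT array (grey) and the G9a-KO array (orange), 1 point per array. *Dazl* runs from -0.47 to 2.14 and *Sohlh2* from 0.37 to 2.16, whereas *Stra8* runs from 2.84 to 1.71.

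Of the 34 measured germline and piRNA pathway genes, 11 were over 1.3-fold higher in G9a-KO, 10 were over 1.3-fold lower and 13 were within the threshold. The piRNA pathway genes *Asz1* (22.2-fold, and 5.98-fold by its other probe set) and *Gtsf1* (14.5-fold), *1700013H16Rik* (7.48-fold) and *Dazl* were highest. The median difference was 0.16, at percentile 96.1 of random lists and inside the central range, and it was 0.053 when the arrays were centred on the median. Of 33 meiosis genes, 9 were higher and 10 lower, with a median of -0.10 at percentile 7.46, also inside the range (-0.20 under median centring). *Sycp1* (3.56-fold), another synaptonemal complex gene, and *Smc1b* (3.26-fold), a meiotic cohesin subunit, were higher. *Meioc* (4.51-fold) and the meiotic cohesin subunit *Rec8* (2.52-fold) were lower.

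The measured X-linked Mage, Rhox and Xlr genes, 10 of the 35 listed, were higher in G9a-KO as a group. Of these 10 members, 9 were over 1.3-fold higher and 0 were lower. The median difference of 1.82 (3.53-fold) exceeded those of all 10000 random lists. Besides *Magea5* and *Magea6*, *Magea4* (9.85-fold) and *Mageb3* (5.87-fold) led the list, but all 4 lay below the median in WT (*Magea4* at -3.50 and *Mageb3* at -4.13), so these folds are not exact. The 5 members above the median on both arrays, a choice made after the data were seen, had a median of 0.62, still above its random range (upper limit 0.47). Genes switched on at the 2-cell stage of the embryo and linked to MERVL retroviral elements were also higher. Of the 36 listed members, 18 were measured. Among these, 13 were over 1.3-fold higher and 2 lower, and the median of the 18 was 0.89 (1.85-fold), again above all random lists. *Tcstv3* (8.49-fold), *Tcstv1* (6.14-fold), *P4ha2* (5.32-fold) and *Tmem132c* (4.47-fold) led, and the 10 members above the median on both arrays had a median of 0.65 (upper limit 0.32). Members of the Mage, Rhox, Tcstv and related families resemble each other in sequence, so their single values are uncertain, and *P4ha2* is a hypoxia-induced gene as well. Primitive endoderm markers were higher on the same array, with a median of 2.56.

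The list of H3K9 methylation factors, which pools enzymes that place the mark, their partners and readers with 6 demethylases, was lower in G9a-KO as a group. Of 24 measured members, 9 were over 1.3-fold lower and 1 was higher, and the median was -0.28 (1.21-fold lower, percentile 0.9, below the central range). After *Ehmt2*, the zinc finger gene *Zfp644* (2.19-fold lower), *Cdyl* (1.90-fold), the SETDB1 partner *Atf7ip* (1.83-fold) and the HP1 gene *Cbx5* (1.67-fold) had the lowest values. Other probe sets above the median put *Zfp644* at 2.11-fold, 2.02-fold, 1.61-fold and 1.37-fold, *Cdyl* at 1.97-fold and 1.11-fold, *Cbx5* at 1.47-fold, 1.39-fold and 1.23-fold and *Atf7ip* at 1.04-fold lower. Without *Ehmt2*, a choice made after the data were seen, the 23 other members had a median of -0.26 (percentile 1.44), and 8 were lower and 1 higher. The demethylases had a median of 0.00835, with *Kdm3a* (-0.64) lower and *Kdm4c* (0.41), the member of the list that was higher. Without them, again a choice made after the data were seen, the 18 other members had a median of -0.37 (percentile 0.33), and 8 were lower and 0 higher. Primitive endoderm markers were higher on the same array by a median of 2.56. *Ehmt1* differed by -0.26 and *Setdb1* by -0.49.

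Of 14 PCGF6-PRC1 components, 6 were over 1.3-fold lower and 1 was higher, with a median of -0.27 at percentile 3.96, inside the central range. The DNA-binding subunit *Mga* (2.04-fold), *L3mbtl2* (1.76-fold), *E2f6* (1.56-fold) and *Hdac1* (-0.58 on the log2 scale) were lower. The member that was higher was *Hdac2* (0.56 on the log2 scale). *Max* differed by -0.41 and *Pcgf6* by 0.055. Of 15 DNA methylation factors, among them the *Tet* genes whose enzymes start the removal of the mark, 4 were lower and 1 was higher, with a median of -0.23 at percentile 4.42 and inside the range. The de novo methyltransferase *Dnmt3a* (1.85-fold), *Zfp57* (1.57-fold), which protects imprints, and *Dnmt3l* (1.37-fold) were lower, as was *Tet1* (1.52-fold), and *Uhrf2* (1.53-fold) was higher, whereas *Dnmt1* differed by -0.00926. Without the *Tet* genes the median was -0.27, also inside its range. Other probe sets above the median put *Dnmt3a* at 2.14-fold, 2.01-fold, 1.26-fold and 1.09-fold and *E2f6* at 1.02-fold lower. The probe sets of *Tet1* above the median did not all differ in the same direction, so its lower value depends on the probe set.

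Among markers of cell lineages, those of primitive endoderm stood out. Of 24 measured members, 20 were over 1.3-fold higher in G9a-KO, 19 of them over 2-fold, and 0 were lower. The median difference was 2.56 (5.88-fold) and exceeded those of all 10000 random lists. Beside *Cubn*, *Srgn* and the type IV collagens, the lineage transcription factors *Gata6* (3.13) and *Sox17* (3.11) were higher, as was the receptor *Pdgfra* (4.04). *Apoe* (0.30), *Apoa1* (0.29), *Thbd* (0.27) and *Fst* (-0.19) stayed within 1.3-fold. As the methods of the study place the G9a-KO cells on embryonic fibroblasts, fibroblast markers were examined too. Of 43, 14 were higher and 3 lower, with a median of 0.14 (percentile 95.6, inside the range), which was 0.37 with only probe sets above the median and 0.036 under median centring. *Col5a2* (8.32-fold), *Sparc* (5.55-fold, also a member of the endoderm list, and 6.25-fold and 1.10-fold by other probe sets) and *Anxa1* (3.54-fold) were higher and *Fstl1* (3.16-fold) was lower. *Timp3* (1.65), *Fn1* (1.61), *Col6a3* (1.37) and *Col1a2* (0.83) were higher as well, whereas *Col1a1* (0.24) and *Col3a1* (0.056), abundant in fibroblasts, lay below the median of all probe sets on both arrays.

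Trophoblast markers were also higher. Of 21 members, 11 were over 1.3-fold higher and 1 was lower, with a median of 0.40 (percentile 99.98, above the range). The keratin genes *Krt19* (6.90-fold) and *Krt18* (2.25-fold) and the placental genes *Plac1* (2.83-fold) and *Elf5* (2.63-fold) led, while *Cdx2*, a determinant of the lineage, was dim on both arrays and differed by -0.082. Keratins are made by endoderm as well, whose markers had a median of 2.56. Primitive streak and mesoderm markers had a median inside the central range. Of 20, 5 were higher and 0 lower, and the median of 0.091 (percentile 70.6) changed sign under median centring (-0.011) and quantile normalization (-0.00369). *Eomes* (1.59-fold), *Hand1* (1.32-fold) and *Meox1* (1.31-fold) were higher, and *Mesp1* was within the threshold (1.21-fold lower).

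Neuroectoderm markers were lower in G9a-KO. Of 19 members, 7 were over 1.3-fold lower and 1 was higher, with a median of -0.29 (percentile 0.1, below the range). The neural transcription factors *Pax6* (4.47-fold), *Gbx2* (4.43-fold) and *Olig2* (2.01-fold) and the tubulin gene *Tubb3* (3.23-fold) were lower, and *Pax6* was 1.17-fold lower by its other probe set above the median. The list median was -0.51 when the probe set with the largest absolute difference stood for each gene. Primitive endoderm markers were higher on the same array by a median of 2.56.

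Epiblast genes, which mark the primed state of pluripotency, were lower as well. Of 17 members, 10 were over 1.3-fold lower and 1 was higher, and the median of -0.64 (1.56-fold lower) lay at percentile 0.01 of random lists. Besides *Lefty1*, the Wnt effector *Lef1* (3.58-fold) and *Sall2* (2.91-fold) were lower, whereas *Grhl2* was 2.92-fold higher (1.32-fold and 1.27-fold by other probe sets above the median). *Otx2* differed by 0.00352, and *Fgf5*, dim on both arrays, by 0.056. Primitive endoderm markers had a median of 2.56 on the same array.

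Genes of the pluripotency network were mixed. Of 30 members, 10 were over 1.3-fold lower and 7 higher, with a median of -0.24 (percentile 0.26, below the range). *Nr0b1* (4.04-fold) and *Lin28a* (2.45-fold) were lower, and *Tcl1* (2.75-fold) and *Klf5* (2.60-fold) were higher. The core factors differed less, with *Pou5f1* at -0.46, *Sox2* at -0.15 and *Nanog* at 0.21. The endoderm markers were higher on the same array, with a median of 2.56.

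Housekeeping genes gave a measure of the balance between the arrays. Of 14 members, 1 was over 1.3-fold higher and 1 was lower, and the median of 0.087 (percentile 71.9) became -0.016 under median centring. *Tfrc* (1.59-fold, and from 1.86-fold to 2.65-fold by other probe sets) was higher and *Gusb* (1.76-fold) lower, whereas *Ywhaz* (1.29-fold higher) and *Hprt* (1.28-fold higher) stayed within the threshold. Over all 25 lists, 7 lay above the central range, 4 below and 14 inside.

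**Figure D3:**
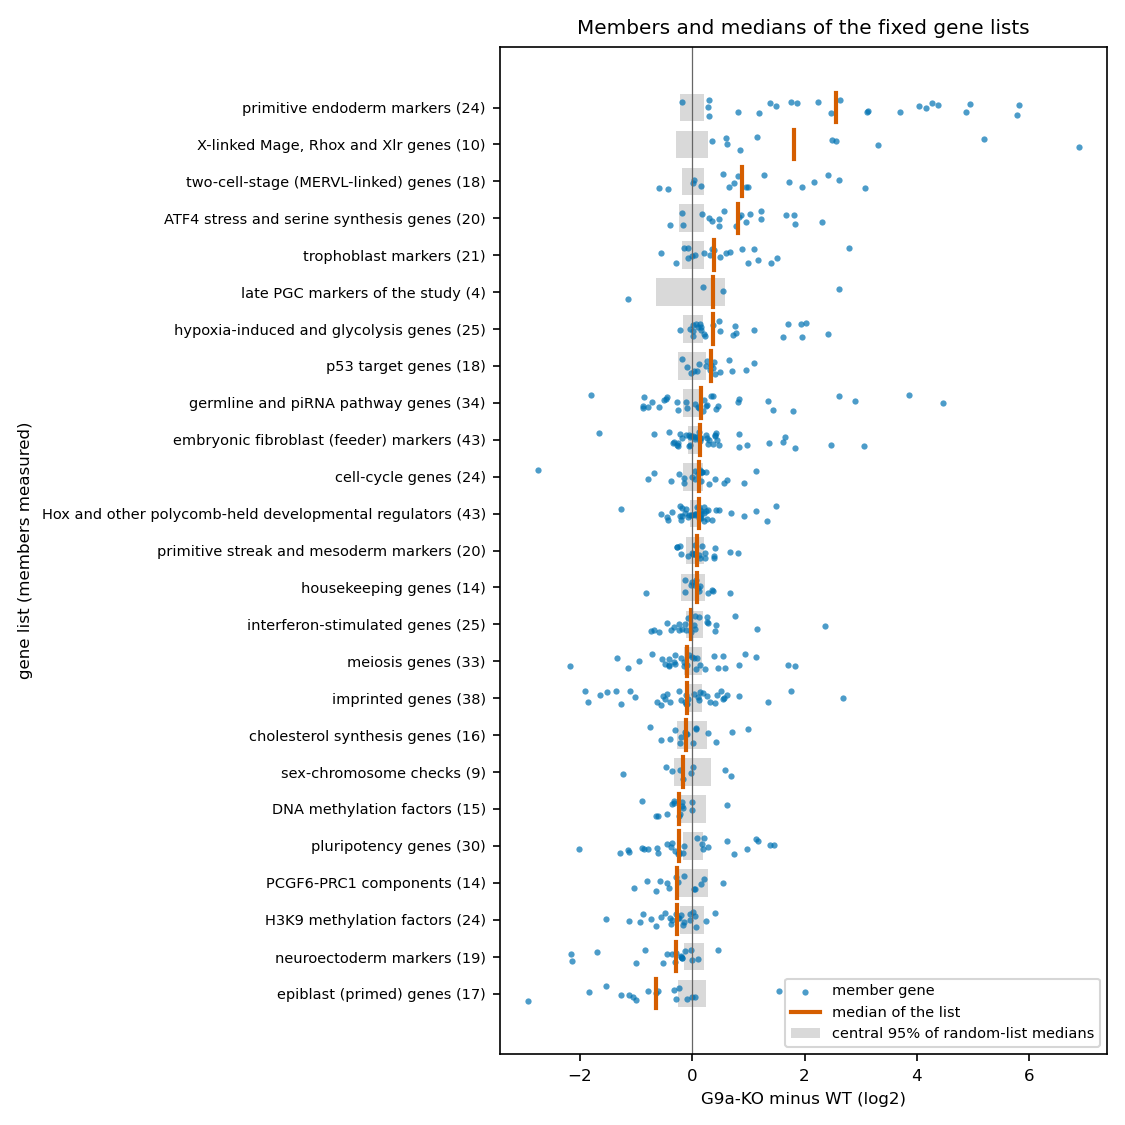
Difference between G9a-KO and WT (log2, horizontal axis) for the measured members of the 25 gene lists (vertical axis, number measured in brackets), with 1 point per gene, an orange line at the median of each list and a grey bar for the central 95% of medians of matched random lists. The medians run from 2.56 for primitive endoderm markers to -0.64 for epiblast genes.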

Values the study reported

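By qRT-PCR, the study reported *Ddx4* at 3.65 fold and *Dazl* at 5.17 fold of the control level in G9a-KO ESCs.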

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

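Both values below come from probe sets that the comparisons of genes do not use. Among the 10092 probe sets with several genes or unnamed here, not counting 51 control probe sets of the array, 207 were over 2-fold higher in G9a-KO and 107 were over 2-fold lower. One of the control probe sets for the B2 repeat, a short interspersed element, was higher in G9a-KO by 1.24, while the other B2 control probe set differed by 0.24 and that for the B1 repeat by -0.14.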

How the results depend on the processing

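The alternatives were fixed before the data were examined, except those given last in this part. Of the 237 planned values of counts, lists and *Ehmt2* under them, 194 moved by less than the limit set for each kind, which was 1.5 times for a count and 1 SD of matched random medians for a list. A further 42 moved by more, and the value of *Ehmt2* reversed with its other probe set. Medians of lists inside the central range changed sign too, those of mesoderm, housekeeping (-0.016 under median centring) and sex-chromosome genes. The 11 lists outside the central range kept the direction of their median in all 88 values; their range of random medians was computed only for the main setting. The 123 named genes kept their direction and stayed near their value in all 492 values under the 4 other scalings. The values as deposited and median centring only shift every difference by a constant (0.056 and 0.10). Agreement under these scalings was therefore largely given in advance. No paired analysis was possible because each group has 1 array.

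When the mean over probe sets decided, the genes over 1.3-fold numbered 2861 higher and 2514 lower, and those over 2-fold 676 and 435, since the main rule needs only 1 probe set and a mean is pulled in by the others. Under the mean, list medians moved to -0.47 (epiblast), 2.00 (primitive endoderm), 0.00729 (sex chromosomes), 0.59 (trophoblast) and 0.78 (2-cell stage). Centring on the median lowers every difference alike, and it gave 0.021 (Hox), 0.025 (cell cycle), 0.036 (fibroblast), 0.053 (germline), 0.26 (hypoxia), -0.20 (imprinted), -0.12 (interferon), -0.20 (meiosis), -0.39 (neuroectoderm), -0.34 (pluripotency), -0.011 (mesoderm), 0.29 (trophoblast) and 0.79 (2-cell stage). Quantile normalization gave 0.052 (Hox), 0.051 (fibroblast), 0.068 (germline) and -0.00369 (mesoderm), lowess correction 0.052 (Hox) and 0.061 (fibroblast), and the values as deposited 0.067 (Hox) and 0.082 (fibroblast). With only probe sets above the median, fewer members entered and the medians were 0.37 (fibroblast), -0.79 (epiblast), -0.10 (interferon), -0.44 (neuroectoderm) and 1.14 (2-cell stage). The probe set with the largest absolute difference gave 0.27 (fibroblast), 0.72 (hypoxia), -0.51 (neuroectoderm), 3.12 (primitive endoderm) and 0.59 (trophoblast), by construction farther from 0. Without _s_at and _x_at probe sets, hypoxia stood at 0.48 and primitive endoderm at 2.36, and the cause was not tested.

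Of 127 other probe sets of the named genes, 59 lay near the main value, 60 moved by more and 8 reversed. The reversed values were 0.29 for *Pclaf*, 0.50 and 0.27 for *Pla2g1b*, 0.14 for *Foxp1*, -0.00523 for *Anxa1*, -0.39 for *Kdm5d* and 0.47 and 0.12 for *Uty*, and the other probe set of *Ehmt2*, which lay at about the array median, gave 0.20. The 8 reversed probe sets all lay below the median on both arrays, where signal over background limits what can be read. Of the 21261 probe sets that are dim in this sense, 14.8% passed 1.3-fold and 0.992% passed 2-fold, against 43.5% and 11.4% of the others. After the data were seen, the fibroblast list was also taken without genes shared with endoderm and with only probe sets above the median, which gave 0.34, the H3K9 list without *Ehmt2* (-0.26) and without demethylases (-0.37), and the DNA methylation list without *Tet* genes (-0.27). With only probe sets above the median on both arrays, also added then, fewer members entered and the medians were 0.62 (X-linked Mage, Rhox and Xlr), 0.65 (2-cell stage) and 2.47 (primitive endoderm).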

Other observations

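Genes of the ATF4 stress response and serine synthesis were higher in G9a-KO as a group. Of 20 measured members, 14 were over 1.3-fold higher and 1 was lower, with a median of 0.81 (1.75-fold) above all 10000 random lists. The lipoprotein receptor *Vldlr* (4.95-fold, and 6.21-fold and 2.03-fold by other probe sets above the median), asparagine synthetase *Asns* (3.54-fold), *Ddit3* (3.50-fold, and 2.20-fold by another probe set), which encodes the stress factor CHOP, and *Nupr1* (3.17-fold) led, while *Atf4* itself differed by -0.16. Hypoxia-induced and glycolysis genes were higher too. Of 25 members, 12 were higher and 0 lower, with a median of 0.36 above all random lists (0.72 with the probe set of largest absolute difference). The collagen prolyl hydroxylases *P4ha2* (5.32-fold) and *P4ha1* (4.05-fold), *Pfkp* (3.86-fold, with other probe sets at 1.85 and 1.26 on the log2 scale) and *Ero1a* (3.82-fold) led, and *Ldha* differed by 0.02. Of 18 p53 target genes, 7 were higher and 0 lower (median 0.33, percentile 99.5, above the range), led by *Eda2r* (2.14-fold), *Bbc3* (1.95-fold), *Ccng1* (1.64-fold) and *Plk2* (1.57-fold), with *Cdkn1a* at 0.31 and other probe sets of *Ccng1* at 1.05-fold and 1.07-fold. The primitive endoderm markers were higher on the same array by a median of 2.56.

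Imprinted genes differed in both directions. Of 38 members, 14 were over 1.3-fold lower and 10 higher, with a median of -0.10 (percentile 5.29, inside the range; -0.20 under median centring). *Asb4* (6.39-fold) and *Slc38a4* (3.39-fold) were higher, and *Nnat* (3.77-fold) and *Phlda2* (3.61-fold) were lower. Of 43 Hox and other Polycomb-held regulators, 7 were higher and 4 lower, with a median of 0.12 (percentile 90.5, inside; 0.021 under median centring). *Gata4* (2.82-fold), *Hoxb13* (2.51-fold) and *Irx3* (2.20-fold) were higher and *Wt1* (2.41-fold) was lower. Cell-cycle genes had a median of 0.13 (percentile 89.4, inside, and 0.025 under median centring), with 5 of 24 higher and 4 lower. *Ccnd1* (6.68-fold) and *Ccne1* (1.73-fold), which drive entry into S phase, were lower, and the inhibitors *Cdkn2b* (2.20-fold) and *Cdkn2a* (1.90-fold) were higher. Interferon-stimulated genes had 5 of 25 higher and 5 lower, with a median of -0.015 and a mean of the opposite sign, 0.082 (percentile 23.6, inside), and the median was -0.12 under median centring. *Xaf1* (5.13-fold) and *Ifi27* (2.22-fold) were higher and *Ifitm1* (1.65-fold) and *Psmb9* (1.51-fold) lower. Of 16 cholesterol synthesis genes, 3 were higher and 3 lower (median -0.11, percentile 21.1, inside), among them *Cyp51* (2.00-fold higher, and 1.37-fold and 1.08-fold by other probe sets) and *Idi1* (1.69-fold lower). Of 9 sex-chromosome genes, 2 were higher and 2 lower (median -0.17, percentile 11.6, inside). The Y-linked *Eif2s3y* (1.62-fold) and *Kdm5d* (1.49-fold) were higher, and *Uty* (2.36-fold) was lower.

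*Ddx4* was 1.15-fold higher in G9a-KO on the arrays. That is lower than the qRT-PCR value quoted from the study above. *Dazl* was 6.13-fold higher by its brighter probe set and 5.37-fold by the other. Both are close to the qRT-PCR value quoted for it. The study gives its qRT-PCR values as means of biological replicates. The array values come from another kind of measurement with 1 array per group, and *Ddx4* has 1 probe set. Neither the gap for *Ddx4* nor the closeness for *Dazl* can therefore be weighed.

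The 3 patterns below were noticed in the data. The tests of fibroblast markers, those above the median included, of scaling and of background, and the bound by *Ier2* for short-lived transcripts, were chosen after the lists and alternatives had been seen, and the other tests before their own values were seen.

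For the first pattern, the higher level of primitive endoderm markers in G9a-KO, more feeder fibroblasts would have to raise fibroblast genes to a comparable degree, yet the 40 measured fibroblast markers left after removing genes shared with endoderm had a median of 0.13, below 1.28, which is 50% of the endoderm median. The 22 of them with probe sets above the median had a median of 0.34 (SD 0.97), over its random upper limit of 0.21 but below the endoderm median of 2.56 by more than that SD, so a fibroblast share that accounts for the whole pattern is argued against and a smaller share stays open. Scaling and the choice of probe set do not account for it either, as the lowest median under the alternatives fixed beforehand was 2.00 (random upper limit 0.20), nor does signal near background, as the 17 members above the median on both arrays had a median of 2.47 (random upper limit 0.23). In a second list of 25 measured endoderm genes, 16 were over 1.3-fold higher and 1 was lower. The higher genes included *Nid1* (3.16), *Tfpi* (1.73) and *Bmper* (3.16, not exact, as it lay below the median in WT at -3.39). The lower gene was *Cyp26a1* (-0.43). The 8 genes within the threshold included *Apob* (-0.16), *Rbp4* (0.14), *Ihh* (0.038) and *Sfrp5* (0.0053). The median of this second list was 1.04 against an upper limit of 0.21. This goes with a higher level of part of a wider endoderm programme in the G9a-KO culture. It may reflect endoderm-like cells in the culture or expression within ESCs. Loss of G9a, a clonal difference and a culture difference all remain open.

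The second pattern is the lower level of *Egr1* (16.6-fold), *Myc* (5.32-fold), *Ier2* (4.60-fold) and *Ccnd1* (6.68-fold), of which *Ier2* and *Myc* were picked after their values were seen. A loss at harvest that lowered all short-lived transcripts by at least as much as *Ier2* (-2.20) is argued against. The 20 others had a median of -0.054, above that by more than their SD of 1.03. This median also lay above the bound set beforehand, the lower random limit of -0.26, but members that go both ways make that bound unsuited here too. Of these 20, 4 were over 1.3-fold lower (*Id3* -2.02, *Egr2* -1.72, *Rhob* -1.06, *Fos* -0.76) and 6 higher, among them *Id2* (2.32) and *Gadd45b* (1.35). Whether a loss would act on all such transcripts alike was not tested, and *Ier2* was picked after its value was seen. A loss that differs between transcripts therefore stays open. *Egr2* lay below the median in G9a-KO (-3.90), so its difference is not exact. Weaker FGF-ERK signalling is a candidate explanation that these arrays leave undecided. The 14 other feedback and output genes of the pathway had a median of -0.052, which had been set beforehand as a value against it, being above the lower random limit of -0.34, but that bound was unsuited, because 4 members were lower (*Spry4* -1.56, *Spred1* -1.37, *Spred2* -0.85, *Epha2* -0.85) and 4 higher (*Ier3* 2.30, *Phlda1* 1.67, *Plaur* 1.37, *Etv4* 0.42), so, as outputs of a pathway can be set gene by gene, a median near 0 decides nothing.

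The third pattern is that genes over 2-fold higher often lie beside each other, in the gene order of assembly GRCm38.p6. The brightest probe set of each gene decided here, a narrower rule than that of the counts above. Of the 18146 genes placed in this order, 838 were over 2-fold higher. Both genes were among these in 89 neighbouring pairs, against a median of 38 and a highest count of 65 in 10000 random orders. A random order of all genes therefore does not account for the pattern. These orders did not hold the expression level of a gene fixed, however. Of probe sets above the median on at least 1 array, 11.4% passed 2-fold in either direction, against 0.992% of dim ones. Whether expressed genes that lie beside each other account for the excess was not tested and stays open. Probe sets that bind related neighbours could add pairs, yet without genes of like or predicted names 57 pairs were left (random upper limit 39), and, after the pairs were seen, 51 without clone-named genes and 47 without related genes of unlike names as well, such as *Timd2* with *Havcr1* and *Hk1* with *Hkdc1*, though other related pairs can remain. Such pairs include *Pdgfra* with *Kit*, *Asb4* with *Pdk4* and *Trpv1* with *Aspa*. Genes over 2-fold lower had 49 pairs against an upper limit of 35 and 29 against 28 without related names, so neighbouring is not shown to be particular to genes that G9a might hold silent, and regional regulation, with or without G9a, stays a hypothesis.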
